A study of Drosophila melanogaster with 12 samples.

How the data were processed

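Gene expression was measured in 12 samples of whole Drosophila melanogaster larvae, 3 in each of 4 groups. Per the labels, every sample was a pool of 25 larvae in the middle of the second larval stage, about 60 h after egg laying. Control larvae carried 1 mutant and 1 wild-type copy of Ldh, the lactate dehydrogenase gene whose older name is Impl3. Mutant larvae carried 2 different mutant alleles of it. Eggs of both genotypes were laid on a food of molasses and yeast. After 40 to 44 h the larvae were moved, 50 to a plate, to fresh plates of that food or of Bloomington food, the standard food of a fly stock centre, and were kept at 25 °C. Per the labels' protocols, total RNA was extracted with a column kit, and stranded libraries were made from polyadenylated RNA.

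The authors deposited 1 table of transformed counts for the series, with 17325 genes, 12 sample columns and 1 column of adjusted p-values. The sample values are on the log2 scale: they lie between -2.21 and 20.3, and back-transformed with base 2 they sum to similar totals in the 12 samples. The name of the deposited table calls the values transformed log counts. Low values in it are drawn together onto repeated numbers, and 2800 genes have the value 0 in all 12 samples. Neither the labels nor the deposited table name the transform, the aligner, the counting tool, the gene annotation or the genome build. The deposited adjusted p-value column has no label that says which groups were compared. It entered no comparison here and is described among the closing observations.

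Whole reads could not be recovered from the transformed values, so the depth of each sample is unknown, and no counting interval or detection floor is given. Shrinkage of low values by such a transform makes changes of weakly expressed genes look smaller than they were. The test design fixed in advance assumed values on a log scale, and it was used as written. Identical values in a pair of replicates were looked for, and none of the 12 columns repeated another. The highest correlation of a pair of samples from the same group was 0.9984.

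The values were used as deposited, with no further scaling. The 2800 genes without variation were dropped, which left 14525 genes. A linear model with 1 mean per group was fitted to all 12 samples with limma 3.58.1 in R 4.3.3, with an intensity-dependent variance prior and 8 residual degrees of freedom per gene. The 5 contrasts were the genotype effect (mutant minus control) on each food, the food effect (Bloomington minus molasses and yeast) in each genotype, and the genotype by food interaction. The interaction is the genotype effect on Bloomington food minus that on molasses and yeast food. Tests were two-sided. A gene was called when its p-value, adjusted by the Benjamini-Hochberg method over the 14525 genes, was under 0.05. Every adjusted p-value given for a gene comes from this limma model.

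Gene sets were tested with limma's camera, a competitive test with an inter-gene correlation of 0.01, and its p-values were adjusted over the 60 tests of 12 sets and 5 contrasts. The sets had 162 listed memberships, of which 161 matched a gene of the table. Ldh was also compared with exact permutation tests of the group means. The scripts were tested on simulated values for 14525 genes with 200 seeded changes. The model called 191 genes and recovered 185 of the 200, or 92.5%. It recovered 99% of the seeded changes of 2 log2 units, and 3.14% of its calls were false. Data simulated without any change gave 0 calls. Each gene was drawn independently with its own mean and spread. Changes were seeded only in genes at or above the median mean value, in mutants on molasses and yeast food. Differences between pools that many genes share were not simulated, so these rates do not cover them.

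The genes named in the text follow a rule: Ldh in every sample, the 3 largest rises and the 3 largest falls of each contrast among called genes whose 2 groups do not overlap, and members of the 12 gene sets. Genes named outside this rule are said to be so. Gene positions were taken from the Ensembl release 115 annotation of the assembly BDGP6.54 by matching gene identifiers, which succeeded for 17247 of the 17325 genes. These positions are those of that annotation, since the build behind the deposited table is not known here.

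The grouping of samples, the tests, the gene sets, the naming rule and most alternatives were chosen before the data were examined. The alternatives were 2 filters on low mean values, quantile normalization, median centring, 2 other variance priors, array weights (statmod 1.5.0), fits of only the groups compared, a replicate block, a minimum log2 change of 1, a camera correlation of 0.05, and leaving out each sample in turn. The pairing of samples for the replicate block comes from the replicate numbers 1 to 3 that the labels give in each group. Added after the data were seen were the fit of only the groups compared with a replicate block, and 2 fits with a cuticle-gene score as a covariate. That score is the mean value of 103 genes of cuticle-related families (symbols starting with Twdl, Cpr, Ccp, Lcp or Osi) with a mean of at least 5. Planned tests on read counts were not run. Figures were drawn with matplotlib.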

Results

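The data describe how the loss of lactate dehydrogenase changed gene expression in second-instar larvae, and whether the food changed that response. Lactate dehydrogenase interconverts pyruvate and lactate, and Drosophila larvae express it strongly from the gene Ldh. The 12 samples form 4 groups of 3: controls and mutants on molasses and yeast food, and controls and mutants on Bloomington food. Values are given on the log2 scale of the deposited table, and each ± is an SD over 3 samples. Depth could not be read from the table.

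Samples of the same group correlated at 0.9916 to 0.9984 across genes, and samples of different groups at 0.9804 to 0.9969. The first principal component held 46.5% of the variance and parted the genotypes, with controls between -51.0 and -6.51 and mutants between 17.6 and 47.2. The second component held 27.9% and did not part the foods cleanly. On it, replicate 2 of the controls on molasses and yeast food, at -0.636, lay apart from replicates 1 and 3 at 37.5 and 40.7. In the mutants on Bloomington food, replicate 1 lay at 14.3, and replicates 2 and 3 lay at -40.5 and -32.1. The share of the summed back-transformed values taken by 18S and 28S ribosomal RNA was 12.6% in control Bloomington replicate 3 and 2.09% to 5.69% in the other 11 samples.

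**Figure D1:**
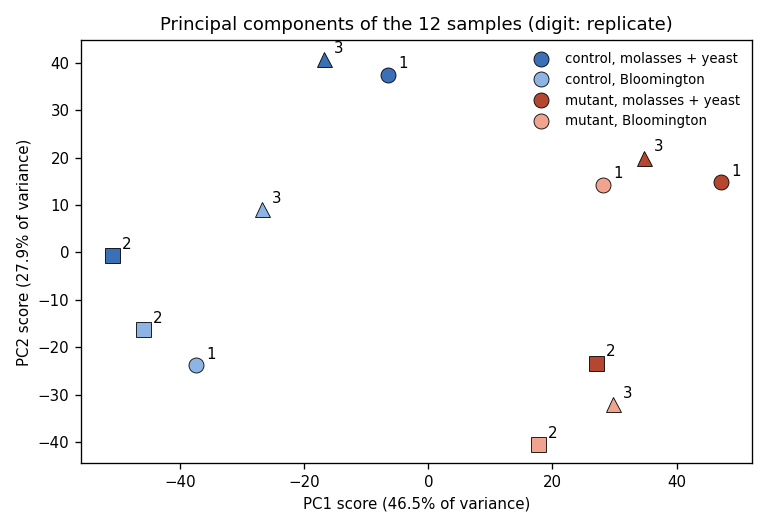
Scores of the 12 samples on the first (x axis, 46.5% of variance) and the second principal component (y axis, 27.9%), with colour for the group and marker shape and digit for the replicate. Controls sit at or below -6.51 on the first component and mutants at or above 17.6, while the replicates of each group are spread along the second.

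Ldh (FBgn0001258) lies on chromosome arm 3L at 6259105 to 6262694, on the minus strand, and is a protein-coding gene. Its value was 11.90 ± 0.02 in controls and 7.72 ± 1.43 in mutants on molasses and yeast food. On Bloomington food it was 12.11 ± 0.11 in controls and 7.30 ± 1.57 in mutants. All 6 mutant samples were below all 6 control samples. The mutant samples were uneven. Back-transformed and set against the control mean on the same food, replicates 1, 2 and 3 of the mutants on molasses and yeast food had 3.39%, 17.3% and 2.87% of it. On Bloomington food the corresponding values were 12.5%, 2.02% and 1.80%.

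The Ldh difference was -4.18 (SE 0.77) on molasses and yeast food, with a limma adjusted p of 0.00555. On Bloomington food it was -4.81 (SE 0.77), with a limma adjusted p of 0.00514. Exact two-sided permutation tests gave p = 0.1 for each food, the smallest value that 3 samples against 3 allow. With the replicate number as a block, the differences were by construction the same, and the limma adjusted p was 0.0113 on molasses and yeast food and 0.012 on Bloomington food. The alternative that moved the estimates most was leaving out 1 sample. Without mutant replicate 2 the difference on molasses and yeast food was -5.00, and without mutant replicate 1 that on Bloomington food was -5.71. Between foods, Ldh differed by 0.21 in controls (limma adjusted p 0.893) and by -0.42 in mutants (limma adjusted p 0.915). In controls all 3 samples on Bloomington food, at 12.04 to 12.24, lay above all 3 on molasses and yeast food, at 11.89 to 11.93, and the exact two-sided permutation test gave the smallest possible p, 0.1. In mutants it gave 0.5, and the difference was less than the spread between replicates.

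**Figure D2:**
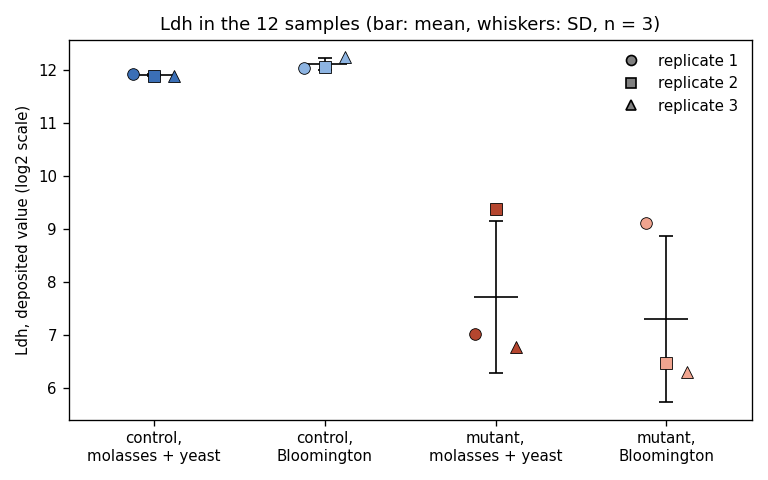
Deposited log2-scale value of Ldh (y axis) in each of the 12 samples by group (x axis), with marker shape for the replicate, a bar for the mean and whiskers for the SD of 3 samples. Control means are 11.90 and 12.11; mutant means are 7.72 and 7.30, with replicate 2 on molasses and yeast food and replicate 1 on Bloomington food above the other mutants.

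On molasses and yeast food, the comparison of mutant with control larvae called 2395 of the 14525 genes with limma, 1201 higher and 1194 lower in mutants. Of these, 487 changed by at least 1 log2 unit. At an unadjusted p under 0.05 there were 4224 genes, where chance gives 726.2. Among the 7263 genes with the higher mean values, 46.3% had groups that did not overlap, where chance gives 10% for 3 against 3. Centring each sample on its median moved the share of higher calls from 50.1% to 62.6%, so the balance of directions depends on the scaling. Same-numbered samples of these groups deviated together, with a mean correlation of 0.57 against -0.25 for samples of different number. With the replicate number as a block, limma called 2144 genes, 2012 of them among the 2395. Fitting only these 2 groups with that block gave 1417 genes.

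The largest falls in mutants on this food were in Lsp1beta, CG5225 and CG14422. Lsp1beta encodes a larval serum protein (FBgn0002563, 2L, 898500 to 901316). It fell from 12.62 ± 2.32 to 5.80 ± 0.66, a change of -6.82 (SE 1.28, limma adjusted p 0.00621). CG5225 (FBgn0038468, 3R, 17028693 to 17030701) changed by -6.66 (SE 0.96, limma adjusted p 0.00168). CG14422 (FBgn0029645, X, 2943386 to 2944569) changed by -5.99 (SE 1.27, limma adjusted p 0.0104). The largest rises were 4.92 in CG32237 (FBgn0052237, 3L, 4849438 to 4852461), 4.60 in CG13067 (FBgn0036589, 3L, 16271282 to 16271918) and 4.13 in CG14569 (FBgn0037123, 3L, 21730725 to 21731550). Their limma adjusted p-values were 0.00901, 0.000988 and 0.00854.

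On Bloomington food, the same comparison called 1187 genes, 473 higher and 714 lower in mutants, with 349 changed by at least 1 log2 unit. The share of higher calls was 39.8%, against 48% with quantile normalization and 48.3% with median centring, so most of the excess of lower calls depends on the scaling. There were 3415 genes at an unadjusted p under 0.05. Groups did not overlap for 32.9% of the 7263 genes with the higher mean values, against 10% by chance. Same-numbered samples did not deviate together here, with a mean correlation of -0.16. The fit with the replicate block called 1051 genes, 933 of them among the 1187. The count depended on the model: 497 genes were called when only these 2 groups were fitted, and 61 when that fit also had the block.

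The largest falls on Bloomington food were -6.04 in CG43666 (FBgn0263741, 2R, 20788195 to 20789217), -5.87 in CG5225 and -5.85 in CG15225 (FBgn0034551, 2R, 20792982 to 20793795). Their limma adjusted p-values were 0.0076, 0.00579 and 0.015. Mutant replicate 1 was the highest mutant sample on this food for CG43666 and CG5225, at 9.37 and 9.54, against 5.26 and 5.80 in replicate 2 and 4.93 and 5.33 in replicate 3. The largest rises were 3.11 in Hsp70Bbb (FBgn0051354, 3R, 12502510 to 12504856), 2.99 in CG5810 (FBgn0038866, 3R, 21163778 to 21165161) and 2.60 in CG13063 (FBgn0036601, 3L, 16306600 to 16307205). Their limma adjusted p-values were 0.0263, 0.00776 and 0.0218. Hsp70Bbb is a member of a family of near-identical copies, so its own value is uncertain. When only these 2 groups were fitted, all 6 of these genes had limma adjusted p-values between 0.0516 and 0.0822.

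Of the 874 genes called for genotype on both foods, 871 changed the same way, 318 higher and 553 lower in mutants. With the replicate block the number was 788, and with only the groups compared and that block it was 54. In all, 2708 genes were called on at least 1 food. The genotype effects on the 2 foods, which come from separate samples, correlated at r = 0.846 across the 14525 genes, which are not independent replicates. Of the genes called on molasses and yeast food, 93.5% had the same sign on Bloomington food. The 3 genes called in opposite directions were CG12934, CG10814 and pre-mod(mdg4)-U, named here after their values were seen.

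**Figure D3:**
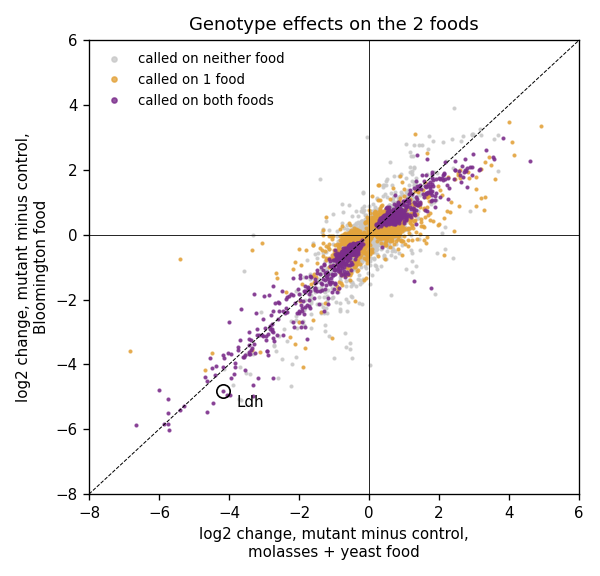
Log2 change of each of the 14525 tested genes between mutants and controls on molasses and yeast food (x axis) and on Bloomington food (y axis), coloured by the number of foods on which limma called the gene, with a dashed line of equal change. Most points called on both foods lie in the lower left and upper right; Ldh is circled at -4.18 and -4.81.

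The food comparison in control larvae called 596 genes, 350 higher and 246 lower on Bloomington food, with 165 changed by at least 1 log2 unit. The share of higher calls was 58.7%, against 48.9% with quantile normalization (252 of 515 calls) and 56% with median centring (306 of 546), so the majority direction changed under 1 of the 2 scalings. At an unadjusted p under 0.05 there were 2838 genes, and groups did not overlap for 27.3% of the 7263 genes with the higher mean values (10% by chance). Same-numbered samples had a mean correlation of 0.31, and the fit with the replicate block called 463 genes, 437 of them among the 596. Fitting only these 2 groups called 237 genes, and 108 with the block.

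In control larvae the largest falls on Bloomington food were -6.18 in CG13135 (FBgn0032184, 2L, 10122129 to 10122771), -3.79 in CG8087 (FBgn0038241, 3R, 14564323 to 14564805) and -3.60 in CG10073 (FBgn0034440, 2R, 19380543 to 19384965). Their limma adjusted p-values were 0.000852, 0.000178 and 0.000886. The largest rises were 4.15 in CG10814 (FBgn0033830, 2R, 13375975 to 13377731), 3.75 in ng3 (FBgn0010295, X, 3241491 to 3242084) and 3.49 in ng1 (FBgn0002933, X, 3242412 to 3242934). Their limma adjusted p-values were 0.000421, 0.00544 and 0.0264. The genes ng1 and ng3 are neighbouring family members whose reads can be shared, so their separate values are uncertain. With array weights the limma adjusted p of ng1 was 0.0887.

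In mutant larvae the food comparison called 221 genes, 98 higher and 123 lower on Bloomington food, with 73 changed by at least 1 log2 unit. The share of higher calls was 44.3%, against 38.7% with quantile normalization and 35.9% with median centring. With array weights it was 51.1%, so the majority direction depended on the setting. At an unadjusted p under 0.05 there were 1425 genes, and 22.8% of the 7263 genes with the higher mean values had groups that did not overlap (10% by chance). Same-numbered samples had a mean correlation of 0.20. The fit with the replicate block called 158 genes, 147 of them among the 221. Fitting only these 2 groups called 35 genes, and adding the block to that fit left 0, with 1376 genes at an unadjusted p under 0.05.

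CG13135 fell most in mutants as well, with a change of -4.68 (limma adjusted p 0.00751). It was followed by the ribosomal pseudogene 5.8SrRNA-Psi:CR45854 (FBgn0267514, X, 23205258 to 23205380), at -3.26 with a limma adjusted p of 0.0401. CG11659 (FBgn0038731, 3R, 19775459 to 19777280) was at -2.50 with a limma adjusted p of 0.00905. The pseudogene shares sequence with other ribosomal copies, and its call was lost with the replicate block (limma adjusted p 0.0694). The largest rises were 2.94 in CG8299 (FBgn0034052, 2R, 15940610 to 15941483), 2.79 in Zip42C.2 (FBgn0033097, 2R, 6718196 to 6719533) and 2.37 in CG32071 (FBgn0052071, 3L, 11103421 to 11103873). Their limma adjusted p-values were 0.00538, 0.00774 and 0.0379. That of CG32071 was 0.076 with the replicate block.

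The 2 genotypes shared 125 of the 127 genes called for food in both, 53 higher and 72 lower on Bloomington food, and 690 genes were called in at least 1 genotype. With the replicate block 95 were shared. The food effects of the 2 genotypes, again from separate samples, correlated at r = 0.645 across genes. Of the genes called in controls, 86.6% had the same sign in mutants. The 2 exceptions were CG42494 and pre-mod(mdg4)-U, named after their values were seen.

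The interaction tests whether the genotype effect differed between the foods. It called 0 genes, with a smallest limma adjusted p of 0.0583 and 1085 genes at an unadjusted p under 0.05, where chance gives 726.2. The smallest value belonged to pre-mod(mdg4)-U. With the replicate block, where same-numbered samples of all 4 groups had a mean correlation of 0.21, 1 gene was called: alphaTry, with an interaction of -1.40 and a limma adjusted p of 0.0341. These 2 genes are named after their values were seen. The larger number of genotype calls on molasses and yeast food, 2395 against 1187, does not by itself show a different response on the 2 foods. The interaction called from 0 to 2 genes over the settings that kept all samples, and from 0 to 20 in fits without 1 sample. Adjustment over the 160 distinct genes of the fixed sets alone called 7 genes.

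**Figure D4:**
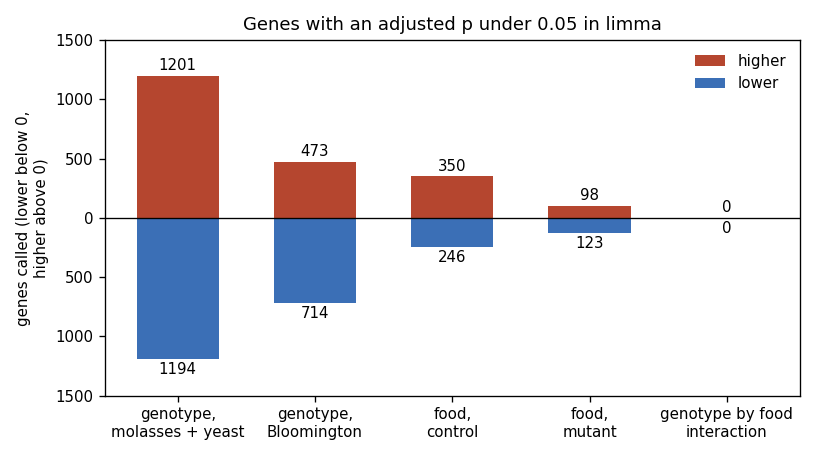
Number of genes that limma called at an adjusted p under 0.05 in each of the 5 contrasts (x axis), with genes higher in the mutants or on Bloomington food above 0 and lower genes below 0. Counts run from 1201 higher and 1194 lower for genotype on molasses and yeast food to 0 for the interaction.

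Of the 60 gene-set tests, 20 passed an adjusted p of 0.05 with limma's camera, and 19 did so with the replicate block, where the mean same-number correlation over the 4 groups was 0.21. The smallest count among the other settings that kept all samples was 15, with quantile normalization and with an inter-gene correlation of 0.05. For genotype 6 tests passed. After each gene's genotype effects were subtracted, at least 6 passed in 14 of 18 labellings that swap the genotypes of 1 or 2 same-numbered pairs on each food. The set of third-instar and ecdysone-induced genes was lower in mutants, by a mean of -1.81 on molasses and yeast food, with 15 of 17 members lower (camera adjusted p 8.59e-05). On Bloomington food the mean was -1.12, with 14 of 17 lower (camera adjusted p 0.00394). Its members Hr3, Hr4, ImpE1, ImpE3 and Eip78C were called on both foods, Hr3 at -3.24 and -2.40 and Hr4 at -2.47 and -2.35. On Bloomington food, mutants had higher values of antimicrobial peptide genes (mean 0.614, camera adjusted p 0.00712), heat shock genes (mean 0.932, 0.031) and starvation and insulin response genes (mean 0.308, 0.00958). The heat shock result passed in 2 of 7 other settings, with camera adjusted p-values of 0.0281 to 0.267, and in 9 of 12 fits without 1 sample. The antimicrobial peptide result passed in 5 of 6 other settings, with values of 0.00651 to 0.266, and in 12 of 12 such fits. The mean value of this set was low on Bloomington food, at 2.52 ± 0.40 in controls and 3.13 ± 0.23 in mutants. Low values are shrunken by the transform, so the size of this difference is uncertain. Antimicrobial peptide, heat shock and starvation response genes also had positive means on molasses and yeast food, at 0.871, 0.565 and 0.292. There they did not pass (camera adjusted p 0.112, 0.363 and 0.0865). The antimicrobial peptide set was at 2.325 ± 0.02 in controls and 3.20 ± 1.41 in mutants on that food, so the mutant pools were uneven. On molasses and yeast food, the Jonah serine proteases, a family of digestive enzymes, were higher in mutants (mean 0.262, camera adjusted p 0.00743). For antimicrobial peptides, heat shock and starvation response, the difference of the genotype effect between foods did not pass (camera adjusted p of the interaction 0.351, 0.193 and 0.671). Glycolysis and tricarboxylic acid cycle genes passed in none of the 5 contrasts. With the replicate block the camera adjusted p was 2.28e-05 and 0.00159 for the ecdysone-related set on the 2 foods.

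Amylase and maltase genes were lower on Bloomington food in both genotypes, by a mean of -0.962 in controls, with 11 of 14 members lower (camera adjusted p 7.78e-05), and -1.16 in mutants, with 14 of 14 lower (camera adjusted p 9.27e-12). Amyrel, an amylase-related gene, changed by -3.36 in controls and -2.46 in mutants, with limma adjusted p-values of 0.00212 and 0.0233. Jonah proteases were higher on Bloomington food, by a mean of 0.618 in controls (14 of 16 members higher, camera adjusted p 4.52e-09) and 0.170 in mutants (12 of 16, 0.00361). Their reads can be shared between similar copies. Oxidative stress genes were lower on Bloomington food, by -0.341 in controls (camera adjusted p 0.00218) and -0.420 in mutants (2.08e-06). These 6 tests also passed with the replicate block, at camera adjusted p-values of 3.38e-05, 3.77e-12, 2.94e-08, 0.00478, 0.00159 and 3.04e-06, for a mean same-number correlation of 0.31 in controls and 0.20 in mutants. Fatty acid and glycerolipid synthesis genes were higher on Bloomington food in controls (mean 0.328, camera adjusted p 0.00283). In mutants their mean was 0.0841, which did not pass (camera adjusted p 0.158). Passing in mutants alone, heat shock genes (mean 0.949, camera adjusted p 0.000228) and the ecdysone-related set (mean 0.626, 0.00444) were higher. NADH shuttle genes (mean -0.150, 0.0236) and trehalose and glycogen genes (mean -0.130, 0.023) were lower. Heat shock genes also had a positive mean in controls, 0.581, with 12 of 14 members higher (camera adjusted p 0.15). For the ecdysone-related set, NADH shuttles and trehalose and glycogen genes the control means were -0.0689, 0.0608 and 0.00866. In mutants the 2 higher sets passed in 7 of 7 other settings and in 12 of 12 fits without 1 sample. NADH shuttles passed in 5 of 7 (camera adjusted p up to 0.187) and in 9 of 12. Trehalose and glycogen genes passed in 5 of 7 (up to 0.0955) and in 10 of 12. With the cuticle-gene score as a covariate, the ecdysone-related set (0.0788) and NADH shuttles (0.0872) did not pass. After each gene's food effects were subtracted, the ecdysone-related set passed in at least 1 food contrast in 12 of 18 labellings that swap the foods of 1 or 2 same-numbered pairs in each genotype. The interaction did not pass for heat shock, ecdysone-related or trehalose and glycogen genes (camera adjusted p 0.193, 0.0936 and 0.131). For the ecdysone-related set it passed in 1 of 7 other settings, in 4 of 12 fits without 1 sample, and with the cuticle-gene score as a covariate (camera adjusted p 0.0153). The interaction passed for Jonah proteases (mean -0.448, camera adjusted p 7.48e-08), fatty acid synthesis (mean -0.244, 0.0257) and NADH shuttles (mean -0.210, 0.031). With the block these 3 values were 2.41e-07, 0.0337 and 0.055.

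**Figure D5:**
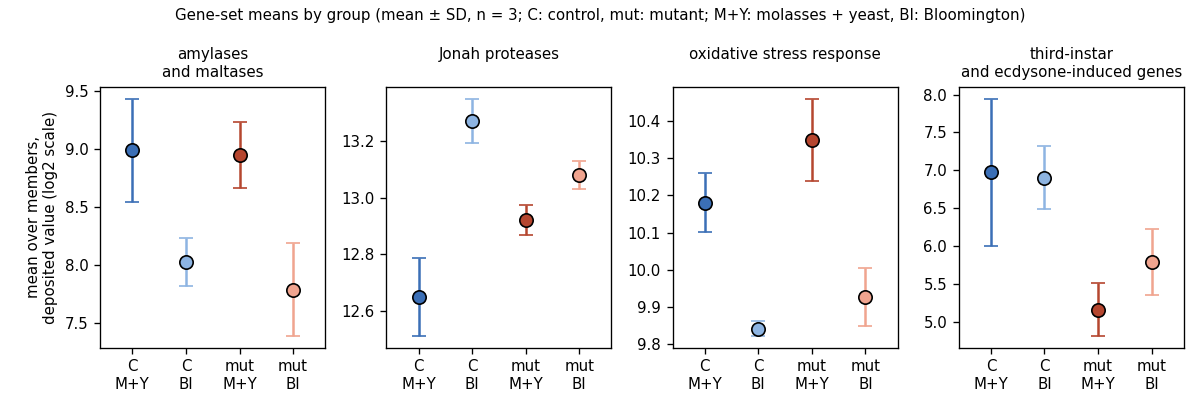
Mean deposited value over the members of 4 gene sets (y axis, log2 scale, a separate scale in each panel) in the 4 groups (x axis), with points for the mean and whiskers for the SD of 3 samples. Amylases and maltases fall from 8.99 to 8.02 in controls and from 8.95 to 7.79 in mutants on Bloomington food, and the ecdysone-related set is at 6.97 and 6.90 in controls and 5.16 and 5.79 in mutants.

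Over the 160 distinct genes of the fixed sets, adjustment over all genes called 33 and 16 for genotype on molasses and yeast and on Bloomington food, 18 and 10 for food in controls and in mutants, and 0 for the interaction. Adjustment over the list alone called 36, 17, 46, 18 and 7 genes. The 2 male-specific RNAs of dosage compensation, roX1 and roX2, served as a measure of the sex ratio of the pools. Neither was called in any contrast. The smallest limma adjusted p was 0.0562, for roX1 on molasses and yeast food, where mutants had 10.27 ± 0.24 and controls 9.53 ± 0.52.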

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

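All tests in this part were chosen only after the results were seen.

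3 gene sets differed between the foods in their genotype effect, by camera's test of the interaction. Jonah proteases had a mean interaction of -0.448 (camera adjusted p 7.48e-08), with 13 of 16 members negative. In controls they rose from 12.65 ± 0.14 on molasses and yeast food to 13.27 ± 0.08 on Bloomington food, and in mutants from 12.92 ± 0.05 to 13.08 ± 0.05. Fatty acid and glycerolipid synthesis genes had a mean interaction of -0.244 (camera adjusted p 0.0257), with 8 of 11 members negative. NADH shuttle genes had -0.210 (camera adjusted p 0.031), with 8 of 10 negative.

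For Jonah proteases, 2 technical explanations were tested. Reads divided differently among the listed family members cannot change their sum, and the interaction of the summed back-transformed values was -0.479 on the log2 scale. This holds only if every shared read was counted for a listed member. The counting tool is unknown, so shared reads that were discarded or counted elsewhere are not excluded. A different position of the groups along the cuticle-related component that also varies within groups would be removed by the cuticle-gene score as a covariate, and the set still had a camera adjusted p of 5.71e-07. The covariate hardly moved its mean interaction, from -0.448 to -0.438, so this does not exclude a difference in timing. Its range over 7 other settings (2 filters, 2 scalings, array weights, the replicate block and a higher inter-gene correlation) was 4.58e-09 to 3.49e-05, and it passed in 12 of the 12 fits without 1 sample. Quantile normalization and median centring, among those 7, left its direction as it was. A food-dependent effect of the genotype on these digestive proteases is a hypothesis that cannot be told apart from a difference in larval timing. Chance differences between pools were not tested for the interaction of any gene set. With adjustment over all tested genes, no gene was called for the interaction in the main model. At most 2 were called in the other settings that kept all samples. Adjustment over the 160 genes of the fixed sets alone called 7 genes, and fits without 1 sample called up to 20. Differences in feeding were not tested.

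The other pair of sets is weaker. With the cuticle-gene score the camera adjusted p was 0.0153 for fatty acid synthesis and 0.028 for NADH shuttles, but the covariate hardly moved their means (to -0.255 and -0.219), so a difference in timing is not excluded. Over the same 7 settings the value ranged from 0.0115 to 0.0768 for fatty acid synthesis, which passed in 5, and from 0.0142 to 0.187 for NADH shuttles, which passed in 4. Among the 12 fits without 1 sample they passed in 8 and in 6. Differences of this size may depend on the choice of model.

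In CG10814 all 3 mutants lay above all 3 controls on molasses and yeast food (6.59 ± 0.27 against 4.83 ± 0.26), and all 3 lay below them on Bloomington food (7.34 ± 0.91 against 8.98 ± 0.34). The interaction was -3.40, which did not pass in limma (adjusted p 0.108). A single discordant sample does not account for it: the interaction nearest to 0 among the 12 fits without 1 sample was -2.98. With the cuticle-gene score as a covariate it was -3.43, nearly the same, so a difference in timing is not excluded. The gene was picked for its opposite effects, so the size is likely overstated, and a food-dependent genotype effect remains a hypothesis.

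The gene pre-mod(mdg4)-U (FBgn0261845, 3R, 21365609 to 21370249) had the smallest adjusted p of the interaction, -2.71 with a limma adjusted p of 0.0583. Its genotype effects and its food effects both had opposite signs, with no overlap between groups: 2.97 ± 0.06 in controls and 4.26 ± 0.33 in mutants on molasses and yeast food, and 4.38 ± 0.46 and 2.96 ± 0.0045 on Bloomington food. A technical explanation applies. The annotation holds 6 tested gene models that start at this base on the same strand, all named as parts of the trans-spliced gene mod(mdg4), and reads can be divided among them in different ways. The summed back-transformed values of the 6 models had an interaction of 0.12. This gene contributes 7.15% of the sum, so a true change confined to it would leave the sum nearly as it is. The pattern cannot be told apart from a different division of reads. The very small SD in 2 groups, near a number that low values of this gene repeat, also makes the spread look too small.

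A column outside the comparisons also holds a signal. In the authors' deposited table, 11702 genes have an adjusted p-value, and 3933 of them are under 0.05, with no statement of what was compared. If the column came from a joint comparison of the 4 groups, it would follow limma's joint test of the 4 groups. The Spearman correlation across genes was 0.972 with that test and between 0.314 and 0.718 with the 5 single contrasts. A joint comparison is therefore a candidate explanation of the column in the authors' deposited table. Of the 3200 genes that the joint limma test called, 3032 are under 0.05 in it. Among the 9185 tested genes with a mean of at least 5, 11 have no value in the authors' deposited table, and Ldh is one of these. Such genes had a larger deviation of 1 sample from its group than 97.2% of the genes of nearest mean, on average over the 11. This is consistent with a filter on single deviating samples in the authors' processing. No biological explanation was tested.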

How the results depend on the processing

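The fits with a cuticle-gene score, and the fit of only the groups compared with a replicate block, were chosen after seeing the data. The planned edgeR and DESeq2 tests on recovered reads were not run, because whole reads could not be recovered. Neither Ldh difference and none of the 24 largest rises and falls reversed its direction under any alternative run. Most alternatives could not have reversed it. The filters, variance priors, block, fits of only the groups compared and score centred within groups leave each difference as it is. The groups of these genes do not overlap, so array weights or leaving out a sample cannot change the sign. Only quantile normalization, median centring and the score not centred tested the direction. Single members of the gene sets, which the rule also names, were not followed over the alternatives.

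Requiring a log2 change of at least 1 lowered the counts to 487 and 349 for genotype on molasses and yeast and on Bloomington food, to 165 and 73 for food in controls and in mutants, and to 274 shared genotype and 41 shared food calls. Fitting only the groups compared gave 497 for genotype on Bloomington food, 237 and 35 for food in controls and in mutants, 337 shared genotype calls and 16 shared food calls. Only the groups compared with the replicate block gave 1417 and 61 for genotype, 108 and 0 for food (1376 genes at an unadjusted p under 0.05 for the 0), 54 shared genotype calls and 0 shared food calls. In that fit Ldh on Bloomington food kept its difference of -4.81 and had a limma adjusted p of 0.101, where the other alternatives without a left-out sample ranged from 0.00383 to 0.0348. Both kinds of fit have fewer samples for each variance. The cause was not tested further.

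The interaction had 1 call instead of 0 with the lower-quartile filter, with median centring, with the robust variance prior and with array weights (pre-mod(mdg4)-U in each), and 1 call with the replicate block (alphaTry). With the cuticle-gene score centred within groups it had 2 calls, pre-mod(mdg4)-U and Ugt36D1, and food in controls had 901 calls, which include all 596. That centred score cannot remove a difference between foods. With the score not centred, food in controls had 426 calls, 386 of them among the 596, and the correlation of the food effects was 0.523 in place of 0.645. These genes are named after their values were seen, and the cause was not tested. Median centring moved the share of higher genotype calls on molasses and yeast food from 50.1% to 62.6%.

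Across the 12 fits that each left out 1 sample, genotype calls ranged from 1427 to 2450 on molasses and yeast food and from 532 to 1344 on Bloomington food. Food calls ranged from 314 to 1027 in controls and from 112 to 219 in mutants, interaction calls from 0 to 20, shared genotype calls from 436 to 912, and shared food calls from 62 to 122. Gene-set tests that passed ranged from 15 to 25. The Ldh difference ranged from -5.00 to -3.71 on molasses and yeast food and from -5.71 to -4.31 on Bloomington food. The correlation of the genotype effects ranged from 0.749 to 0.863 and that of the food effects from 0.505 to 0.691.

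For these 24 largest rises and falls, 28 results of fits without 1 sample lost the threshold and 260 kept it. Under the other alternatives 35 lost it and 247 kept it. Of these 35, 13 came from fitting only the groups compared and 14 from adding the block to that fit.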

Other observations

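In this part, the tests of chromosome 3, of the sex ratio, of the ecdysone-related set and of other splits for the 5 contrasts were planned in advance, and all other tests were chosen only after the results were seen.

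Other labellings of the same samples were counted for each comparison. With 3 samples against 3 there are 10 splits, of which 4 part all 3 same-numbered pairs. In each of the 4 comparisons of 2 groups, only 1 of the 4 splits, the true one, gave as many calls, and the other 3 gave at most 2 genes. Shares of 4 splits cannot fall under 0.05, so chance cannot be excluded in this way. Among all 10 splits the largest count of another split was 187 for food in controls and 26 for food in mutants. For counts over both foods or both genotypes, swaps within same-numbered pairs give 32 splits. For shared genotype calls 1 of the 32 splits, the true one, reached 871, and the next reached 3. For shared food calls 1 of the 32 splits, the true one, reached 125, and the next reached 2. Swapping all 3 pairs of 1 contrast reverses its sign, so only genes called in opposite directions are then counted. The other swaps move true effects into the spread within groups, which lowers the counts. No effects were subtracted for these shared counts, so they say little about chance. For the interaction, each gene's average genotype effect was first subtracted, since a swap would turn it into an interaction, and 3 of the 32 splits gave at least 1085 genes at an unadjusted p under 0.05. Without that subtraction, which was added after this count was seen, 11 of the 32 splits did.

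Gene-set counts were also compared over swaps within pairs. At least 6 gene sets passed in the genotype contrasts in 20 of the 32 splits, and at least 11 in the food contrasts in 2 of the 32, the true one included. Swapped labels keep a part of the true effect, and swapping all 3 pairs of 1 contrast keeps all of it with its sign reversed, so these shares say little about chance. After each gene's effects were subtracted, 18 splits that swap 1 or 2 pairs in each contrast were counted. At least 6 genotype sets passed in 14 of the 18, with a highest count of 12, and at least 11 food sets passed in 0 of the 18, with a highest count of 6. Many of these splits mirror each other, so chance cannot be excluded for food in this way. The camera test was run with an inter-gene correlation fixed at 0.01, and sets that share a source of variation within groups can pass in a false split. The number of genotype sets is therefore no more than chance differences between pools may give (14 of 18 splits). The ecdysone-related set was also counted by itself. It passed in both genotype contrasts in 0 of the 18 splits and in at least 1 of them in 6. Since many of the splits mirror each other, chance cannot be excluded for this set in this way either. With the true labels the set passed on both foods in 7 of 7 other settings and in 12 of 12 fits without 1 sample. Those fits keep the true grouping, so they do not test chance. In the food contrasts the set passed in at least 1 of them in 12 of the 18 splits, so its food difference in mutants is not set apart from chance.

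Replicates of 1 group lay apart along a shared direction. A component computed from the deviations from the group means, without the ecdysone-related set, held 61% of that variance among the 7263 genes with the higher mean values. Of its 100 genes of largest weight, 29 belong to cuticle-related families that make up 1.02% of those genes. Replicate 2 was the highest sample of its group on it in all 4 groups, at 32.3 and 22.4 in controls and mutants on molasses and yeast food and at 10.7 and 19.3 on Bloomington food, and replicate 1 of the mutants on Bloomington food lay lowest (-27.6). Swapped food labels would place such samples nearer to the other food on genes called for food in the other genotype, and 0 of the 12 samples lay nearer to it. A varying share of ribosomal RNA would follow the component, and the group-centred share correlated with it over the 12 samples at Pearson's r = -0.202 (two-sided permutation p 0.555) and Spearman's rho = -0.021 (permutation p 0.956), with r = 0.293 without the 2 samples of most extreme share. The only other relation computed with the component was with the cuticle-gene score, whose genes enter it. Larvae at different points of the moulting cycle would put large weights on the 9 genes of the ecdysone-related set among those 7263, and their mean absolute weight was at the 99.88th percentile of 10000 random sets matched on mean value. The random sets were not matched on the spread within groups, and the weights were not scaled by it. A set of variable genes could therefore rank high whatever drives the component. Differences in moulting stage between pools, collected at about 60 h, may underlie this spread, but this test does not single them out. Since replicate 2 was highest in every group, a collection or preparation batch shared by same-numbered samples may also contribute, and the 2 cannot be told apart. A biological explanation tied to the groups was not tested, since the spread lies within groups.

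The same timing might also enter the group differences. The ecdysone-related set differed between genotypes on both foods (camera adjusted p 8.59e-05 and 0.00394). Between foods it passed in mutants alone, with a mean of 0.626 (camera adjusted p 0.00444) against -0.0689 in controls (0.697). It gives no support for a timing difference between foods in controls, and in mutants the result may be due to chance, given those 12 of 18 splits. For food, the direction matches the spread within groups: across those 7263 genes, the food effect in controls correlated at 0.533 with the component of the mutant samples, and the food effect in mutants at 0.437 with that of the control samples. Over the called genes alone the correlations were 0.00967 and -0.0708. With the cuticle-gene score as a covariate, food calls in controls went from 596 to 426, of which 386 were among the 596, but the covariate also raised standard errors (for ng1 from 0.74 to 0.82, with its change at 3.49 and 3.37), so the lost calls do not show that these genes depend on the component. With the cuticle-gene score as a covariate, the set's camera adjusted p for food in mutants was 0.0788, against 0.000515 to 0.0381 over 7 other settings of filter, scaling, weights, block and inter-gene correlation. The covariate moved the set's mean food effect from 0.626 to 0.298 in mutants. In controls it moved the mean away from 0, from -0.0689 to -0.523 (camera adjusted p 0.431). For genotype the picture is mixed. The correlation with the component of the other food's samples was 0.0799 on molasses and yeast food and -0.477 on Bloomington food, and over the called genes alone it was stronger, 0.451 and -0.702. The signs differ between the foods. With the covariate the set kept camera adjusted p-values of 5.68e-06 and 0.00532, but its means hardly moved, from -1.81 to -1.87 and from -1.12 to -1.05, so this does not exclude a difference in timing. Slower development of the mutants is a biological hypothesis for the lower ecdysone-related genes. It cannot be told apart here from a difference in the age of the collected larvae, and chance differences between pools are not excluded.

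The genotype calls were also set against 2 other sources. By their labels, mutants and controls differ in 1 homologue of chromosome 3, so linked variants could add calls there. Among 7214 of those genes with a position on a main chromosome arm, genes called for genotype lay on 3L or 3R with an odds ratio of 1.14 against genes not called, which is under the 1.5 set in advance (47.1% against 43.9%, Fisher's exact p 0.0145). For food calls the odds ratio was 1.06. Closer to Ldh the share was higher. Within 1 Mb of it, 43 of 108 genes were called for genotype (39.8%), which is at the 98.5th percentile of windows of the same width around 7060 other genes, whose median was 26%. The windows overlap, so the percentile is a description. Variants linked to the Ldh alleles may account for a part of the calls near the gene, while most calls lie elsewhere. Different sex ratios of the pools would move roX1 and roX2, whose smallest limma adjusted p was 0.0562 for genotype and 0.173 for food. The smaller of these values is close to the threshold, for roX1 on molasses and yeast food alone.

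Ldh itself was uneven among the mutants. Control larvae mixed into a mutant pool would lift Ldh and also every other gene that is far higher in controls. From Ldh, the mixed share would be 15.1% in mutant molasses and yeast replicate 2, about 3.8 of 25 larvae, and 10.4% in mutant Bloomington replicate 1, about 2.6 of 25. Genes were taken whose lowest control value was at least 10 and lay over 3 log2 units above the mutants of the other food. In replicate 2 on molasses and yeast food, 31.2% of the 16 genes reached the level of that share, with 1 log2 unit of tolerance, where replicates 1 and 3 had 18.8% and 68.8%. This goes against mixing in that sample. In replicate 1 on Bloomington food, 60.4% of 48 genes reached it, fewer than the 66.7% and 62.5% in replicates 2 and 3. The genes that fell short are not what mixing would give. The 3 largest falls on this food, however, lay near the level of the mixed share, which is 3.26 log2 units below controls: CG43666, CG5225 and CG15225 were at 9.37, 9.54 and 11.01 in this sample, against control means of 12.56, 12.76 and 14.23. Mixing there can neither be shown nor excluded. The 2 samples lay at opposite ends of the component that varies within groups (22.4 and -27.6), so a single position along it does not account for both. What raised Ldh in these pools remains open, and no biological explanation was tested.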
